A study of Homo sapiens with 4 samples. Its data were reported in "Ribonucleotide reductase small subunit M2 is a master driver of aggressive prostate cancer" (2020).

How the data were processed

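Gene expression was measured by RNA-seq of total RNA from PC-3 cells, a line derived from a bone metastasis of prostate cancer. The cells carried either an empty lentiviral vector (PC-3-EV, n = 2 libraries) or a vector encoding RRM2 (PC-3-RRM2, n = 2 libraries) and had been selected with puromycin as stable lines. The authors quantified the reads per gene in Partek Flow, the software named in the submitters' processing notes and in the study's methods. Its version, the aligner, the annotation and the strand setting are not given in the sources used here. The deposited values were estimated counts per gene that were not normalized. Between 56.0% and 57.7% of the values in a library were whole numbers, at a tolerance of 1e-09. The table held 17634 genes, and the smallest sum of a gene's counts over the 4 libraries was 10. No gene with a mitochondrial MT- symbol was listed. Ribosomal RNA rows were, among them the mitochondrial RNR1 and RNR2, which carry no MT- prefix. Of the gene symbols, 23 had been turned into dates by a spreadsheet, and these genes were kept under their coordinates and not named. Coordinates were compared with the RefSeq genes of GRCh38.p14, where 16499 symbols matched and 99.8% of these overlapped the gene of the same name. Among the genes tested, 60 shared their place and all 4 rounded counts with another gene, so that 35 rows repeated a measurement, of which 2 were called (1 higher and 1 lower).

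Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr by group, which left 15781 genes, and libraries were scaled by TMM. The groups were compared with the quasi-likelihood F-test of edgeR (version 4.0.16, in R 4.3.3), with Benjamini-Hochberg adjustment over all genes tested. A gene was called higher or lower at an adjusted p below 0.05 and a fold change over 1.5, the thresholds that the study states. CPM values are counts scaled to the TMM-adjusted library size, in the usual CPM unit, and are given as mean ± SD over the 2 libraries of a group. The standard error of a log2 fold change was its size divided by the square root of F. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so none was used. The labels do not say that the libraries of a group came from separate cultures. The p-values therefore measure only the spread between these libraries, which may be technical.

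Gene lists were fixed before the data were examined. Of these, 26 were compiled from general knowledge and 3 were defined by gene symbol (replication histones, ribosomal proteins and mitochondrially encoded genes). The last was defined by the MT- prefix, and 0 genes with that prefix were measured. RRM2, the overexpressed gene, was left out of every list. The 27 lists with at least 5 measured genes were tested with camera of limma (version 3.58.1) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were run beside it. Lists share members, for example 13 genes between the mitosis and PAM50 proliferation lists and 5 between the mesenchymal and angiogenesis lists. Counts for a list are over its measured genes. Those were few for some lists: 12 of 31 neuroendocrine, 5 of 10 endothelial, 5 of 14 fibroblast and 4 of 14 leukocyte genes. Named genes were also chosen by a rule fixed before the data were examined. The rule took RRM2, the 10 called genes each way with the largest fold change among those with a mean CPM of at least 5 and groups that did not overlap, the 5 each way with the smallest p, and up to 4 called members of each list with the smallest p, or 2 members of highest mean CPM where none was called. FOXM1, PLK1, EZH2, VIM, CDH1, MYC and a further gene, which is not reported here, completed it. Members printed without a value, and genes of the closing section outside this rule, were named after their values were seen.

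The count test was tested on simulated data before use. In 5 simulations of the comparison of PC-3-RRM2 with PC-3-EV, with about 15600 genes tested and 200 of them changed, 79.4% of the 2-fold and 96.4% of the 4-fold changes were recovered. On average 7.6 unchanged genes were called, and a list of 52 genes shifted 1.5-fold was called in 5 of 5 simulations. The simulated genes varied independently and fewer changed than were called in the data. The simulations therefore do not show how the list tests behave with correlated genes. Replicates were compared by a chi-square test of their counts, which gave 6.43 per degree of freedom for the EV pair and 16.8 for the RRM2 pair, so no library was a copy of another. Where a group held 3 or fewer counts of a gene, the ratio is given with its exact 95% interval, and where it held none, a bound was set at 3 counts over the group. Intervals and bounds cover counting error only, because PCR copies are not independent molecules. GC content and length came from GENCODE release 29 transcripts. Alternatives were other scalings, other filters, DESeq2 (version 1.42.0), limma-voom, other edgeR tests, other thresholds, a replicate block and leaving out each library in turn. Leaving out ribosomal RNA rows and a crossed replicate block were added after the data were seen.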

Results

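RNA-seq of 4 libraries compared PC-3 cells that overexpressed RRM2 with cells carrying the empty vector, to find the genes that differ when this subunit of ribonucleotide reductase is raised. The PC-3-EV libraries held 37801301 and 30778321 estimated counts, and the PC-3-RRM2 libraries held 30149181 and 30419769. Ribosomal RNA rows took 4.06% and 4.33% of the counts in PC-3-EV and 4.61% and 4.73% in PC-3-RRM2. Across genes, log2 CPM correlated at r = 0.995 within the EV pair and 0.991 within the RRM2 pair, against 0.954 to 0.957 between groups, where genes are not independent replicates.

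RRM2, which supplies the small subunit of the enzyme that makes deoxyribonucleotides, was higher in both PC-3-RRM2 libraries. The gene (chromosome 2, 10122568 to 10131419, plus strand, GRCh38) had 823 and 635 counts in PC-3-EV and 2933 and 2996 in PC-3-RRM2. Its level was 21.3 ± 0.705 CPM in PC-3-EV and 97.7 ± 1.56 CPM in PC-3-RRM2 (SD, n = 2 each). This was a 4.59-fold rise (log2 fold change 2.20, SE 0.0848, edgeR quasi-likelihood adjusted p = 2.53e-06). Counts per gene do not separate the transgene from the endogenous copy.

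The genes with the largest rises, and those with the smallest p among the rises, ranged from genes with hardly any counts in PC-3-EV, such as S100A8, to genes well expressed there, such as LCN2. LCN2, an iron-siderophore-binding protein released in inflammation, rose from 16.9 ± 0.393 to 1542 ± 87.9 CPM (SD, n = 2 each), a 91.5-fold rise. S100A9, a calcium-binding protein of the calprotectin complex, rose from 0.530 ± 0.148 to 286 ± 15.9 CPM. CYP1B1, a xenobiotic-metabolising cytochrome P450, rose 59.2-fold, and the complement component C3 rose 39.0-fold. MACC1, a regulator of MET transcription, reached 99.5 ± 7.13 CPM from 0.216 ± 0.156 CPM. Its log2 fold change of 8.89 was 8.21 without EV replicate 1 and 9.78 without EV replicate 2. DMBT1, AP1M2, S100A14, LPCAT2, TSPAN18 and STEAP4 had log2 fold changes of 7.96, 7.39, 7.21, 7.18, 6.93 and 6.63. For AP1M2, with 7 and 2 counts in PC-3-EV, it was 8.33 without EV replicate 1 and 6.86 without EV replicate 2. S100A8, the partner of S100A9, had 1 count over both EV libraries and 2101 over both RRM2 libraries, a ratio of 2368 with a 95% counting interval of 424 to 93561. That count was in EV replicate 1. The keratin gene KRT17, which can share reads with related keratin sequences, had 1 and 1194 counts, a ratio of 1346 with an interval of 241 to 53190. Its count was in EV replicate 2.

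Among the named genes, the falls were smaller in size than the largest rises. TFF2, a trefoil peptide of mucus-secreting epithelium, fell from 65.0 ± 4.40 to 3.87 ± 0.0268 CPM (SD, n = 2 each; log2 fold change -4.07, SE 0.114). TFF1, from the same family, the mucus-associated gene FCGBP and the intestinal keratin KRT20 had log2 fold changes of -3.09, -3.27 and -3.08. The neurotensin receptor NTSR1 fell from 97.4 ± 11.9 to 8.85 ± 1.55 CPM. TNS4, a focal adhesion protein, fell by 3.18 on the log2 scale. LINC01940, CAMK2B, TMEM200C and CACNG8 had log2 fold changes of -2.71, -2.69, -2.59 and -2.54. The cytidine deaminase APOBEC3G, whose reads can be shared with its paralogs, fell from 119 ± 0.243 to 23.1 ± 0.161 CPM. The cytokine IL37 fell by 2.26 and FAM131B by 2.18 on the log2 scale.

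In all, 2866 of 15781 genes tested were called by edgeR, 1574 higher and 1292 lower in PC-3-RRM2. These were 18.2% of the genes tested. A fold change over 4 was reached by 378 of the genes called higher and 107 of those called lower. At an adjusted p below 0.05 with any fold change there were 5403 genes. When the test was run against a fold change of 1.5 itself (glmTreat), 1260 genes were called. Of the called list members given with a fold change or level, that test did not call PLK1, CDC6, FANCI, EXO1, BRCA2, TK1, HIST2H3PS2, HIST2H4A, TAP2, PSME2, CSF1R, COL3A1, ESAM, MYC, SLC19A1, PHLDA3, TXNRD1, ASF1B or EZH2.

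**Figure D1:**
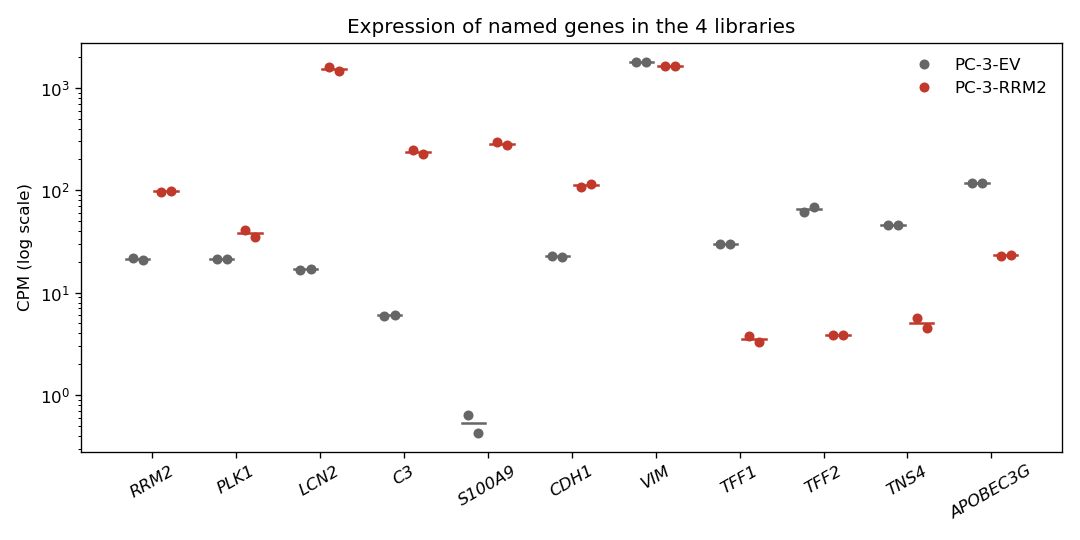
CPM on a log axis for 11 named genes in the 4 libraries, with each point a library and each line the mean of its group (n = 2). The groups lie apart for each gene drawn, with VIM closest at 1802 CPM in PC-3-EV and 1632 CPM in PC-3-RRM2, a difference that was not called.

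Genes of mitosis were higher in PC-3-RRM2. Of 50 genes of the FOXM1 and PLK1 mitosis list, 43 rose, 1 fell (CDC25B) and 6 were not called, with a median log2 fold change of 0.83 (camera adjusted p = 4.36e-25, and adjusted p = 0.158 with an estimated correlation). The counts were 43 and 1 when adjusted over the list alone. CDK1, the kinase that starts mitosis, rose from 70.7 ± 1.70 to 167 ± 18.7 CPM (SD, n = 2 each). The spindle genes DLGAP5, KIF20A and SPAG5 rose 2.25-, 2.33- and 2.18-fold. PLK1, a mitotic kinase, rose 1.79-fold. FOXM1, a transcription factor of the G2/M genes, had a log2 fold change of 0.33 (edgeR adjusted p = 0.0226) and was not called because it did not reach the fold threshold. Of 20 PAM50 proliferation genes, 17 rose, 0 fell and 3 were not called (median log2 fold change 0.82, camera adjusted p = 1.80e-11, and adjusted p = 0.158 with an estimated correlation). These included PTTG1, KIF2C, BIRC5 and ANLN with log2 fold changes of 1.14, 1.08, 0.89 and 0.97, and the counts adjusted over the list alone were also 17 and 0. The PAM50 classifier, a breast cancer subtype set, was tested without RRM2. Of its 45 other measured genes, 27 were higher, 2 lower (FOXA1 and SFRP1) and 16 not called (median 0.64, camera adjusted p = 6.63e-10, and adjusted p = 0.128 with an estimated correlation), with 27 and 2 adjusted over the list alone.

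Genes of S phase moved less. Of 52 E2F and S phase genes, 13 rose, 0 fell and 39 were not called (median log2 fold change 0.41, camera adjusted p = 0.000755, and adjusted p = 0.158 with an estimated correlation), and 13 and 0 were called when adjusted over the list alone. The replication origin genes ORC6, DBF4, GINS1 and CDC6 rose 2.18-, 1.87-, 1.86- and 1.79-fold. In the homologous recombination and Fanconi list, 11 of 36 genes rose, 1 fell (RAD51D) and 24 were not called (median 0.43, camera adjusted p = 0.00828, and adjusted p = 0.589 with an estimated correlation), with 11 and 1 adjusted over the list alone. RAD54L, FANCI, EXO1 and BRCA2 rose by 1.19, 0.70, 0.82 and 0.91 on the log2 scale. This list lost its call without RRM2 replicate 2 (adjusted p = 0.0584) and in fry (adjusted p = 0.0631). Of 26 nucleotide synthesis genes, 2 rose, 0 fell and 24 were not called, with 2 and 0 adjusted over the list alone (median 0.12, camera adjusted p = 0.291). Fry, which does not compare the list with other genes, gave an adjusted p of 0.0225 in the upward direction. The 2 were cytidine deaminase CDA, 2.55-fold, and thymidine kinase TK1, 1.62-fold, which was not called without RRM2 replicate 1 (log2 fold change 0.47). Of 33 replication histone genes, 6 rose, 3 fell and 24 were not called (median 0.45, camera adjusted p = 0.291), with 6 and 3 adjusted over the list alone. HIST2H2BE rose 1.97-fold, HIST1H2BC 2.26-fold and HIST2H3PS2 1.97-fold, and near-identical histone copies can share reads. HIST2H4A had a log2 fold change of -0.96 and was not called without RRM2 replicate 2 (-0.64) or by DESeq2 (adjusted p = 0.0528). HIST2H4B was listed at the same place with the same counts, so these are 1 measurement counted as 2 of the 3 that fell, and HIST2H2AA3 and HIST2H2AA4, which were not called, are likewise 1 measurement. The histone list passed the test without EV replicate 2 (adjusted p = 0.0482).

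Parts of both the epithelial and the mesenchymal list rose. Of 44 epithelial genes, 22 rose, 3 fell (DSC2, MAL2 and MUC1) and 19 were not called (median log2 fold change 0.59, camera adjusted p = 1.54e-28, and adjusted p = 0.108 with an estimated correlation), with 22 and 3 adjusted over the list alone. CDH1, the epithelial cadherin, rose from 22.7 ± 0.329 to 112 ± 4.74 CPM (SD, n = 2 each). The splicing factor ESRP1 rose 36.6-fold, the transcription factor GRHL2 51.6-fold and the adhesion molecule EPCAM 7.66-fold. Of 62 mesenchymal genes, 17 rose, 8 fell and 37 were not called (median 0.32, camera adjusted p = 7.53e-08, and adjusted p = 0.128 with an estimated correlation), with 17 and 8 adjusted over the list alone. Its leading members were secreted proteins: the matrix proteins THBS1 and TGFBI rose 7.97-fold and 26.1-fold, and the cytokines IL6 and CXCL8, known for inflammation, rose 9.68-fold and 6.79-fold. The mesenchymal filament gene VIM was at 1802 ± 11.04 CPM in PC-3-EV and 1632 ± 17.3 CPM in PC-3-RRM2 and was not called (edgeR adjusted p = 0.146). Among other-cell markers, the fibroblast list had 1 of 5 genes higher (LUM, 2.34-fold), 2 lower (PDGFRA and COL3A1) and 2 not called, with 1 and 2 adjusted over the list alone (median -0.08, camera adjusted p = 0.506). PDGFRA fell from 21.8 ± 0.518 to 10.3 ± 0.0838 CPM, and COL3A1 was not called without EV replicate 1 (log2 fold change -0.84), EV replicate 2 (-0.77) or RRM2 replicate 2 (-0.59), nor by DESeq2 (adjusted p = 0.146).

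Most inflammatory genes rose, and among interferon-stimulated genes more fell than rose. Of 30 NF-kB and inflammatory genes, 18 rose, 0 fell and 12 were not called, with 19 and 0 adjusted over the list alone (median log2 fold change 0.81, camera adjusted p = 1.67e-24, and adjusted p = 0.108 with an estimated correlation). IL11 rose 49.9-fold and IL1A 8.09-fold beside IL6 and CXCL8. Of 46 interferon-stimulated genes, 3 rose (CXCL10, CXCL11 and EPSTI1), 12 fell and 31 were not called (median -0.29, camera adjusted p = 0.00615, and adjusted p = 0.331 with an estimated correlation), with 3 and 12 adjusted over the list alone. CXCL10 rested on few counts, 5 and 2 in PC-3-EV and 10 and 14 in PC-3-RRM2. IFIT2, OAS1, IFIT1 and IFIT3, induced in antiviral responses, fell by 1.40, 1.15, 0.99 and 1.17 on the log2 scale. In the antigen presentation list, 6 of 29 genes rose, 2 fell (HLA-DPA1 and HLA-DRB1) and 21 were not called (median 0.45, camera adjusted p = 0.00505, and adjusted p = 0.236 with an estimated correlation), with 6 and 2 adjusted over the list alone. TAP2, a peptide transporter, rose 1.61-fold, the proteasome activator PSME2 1.66-fold and CD274, which encodes PD-L1, 1.98-fold. HLA-B rose 1.85-fold, with reads that related HLA genes can share. Of 4 leukocyte markers, 1 rose and 3 were not called, with 1 and 0 adjusted over the list alone (median 0.81). It was CSF1R, with 3 counts in PC-3-EV and 29 in PC-3-RRM2, a ratio of 10.9 with a 95% counting interval of 3.38 to 55.9, and it was not called without EV replicate 2 (log2 fold change 2.49) or by DESeq2 (adjusted p = 0.0550). Its 3 counts in PC-3-EV were all in EV replicate 1.

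Angiogenesis genes moved both ways. Of 51 genes, 17 rose, 9 fell and 25 were not called (median log2 fold change 0.11, camera adjusted p = 0.000557, and adjusted p = 0.158 with an estimated correlation), with 17 and 9 adjusted over the list alone. The call was also lost in limma-voom (adjusted p = 0.116). Beside THBS1, an inhibitor of angiogenesis, and CXCL8, the matricellular gene CYR61 rose 3.84-fold and the hypoxia-inducible factor EPAS1 2.86-fold. Of 5 endothelial markers, 0 rose, 3 fell and 2 were not called, with 0 and 3 adjusted over the list alone (median -0.79, camera adjusted p = 0.00670, and adjusted p = 0.331 with an estimated correlation). ROBO4 fell from 20.8 ± 1.79 to 6.44 ± 0.623 CPM, and PECAM1 from 23.6 ± 0.792 to 9.27 ± 0.0149 CPM (SD, n = 2 each). ESAM was the third gene, and it was not called without EV replicate 2 (log2 fold change -0.70) or RRM2 replicate 2 (-0.66), nor by DESeq2 (adjusted p = 0.0965). The endothelial list lost its call without EV replicate 2 (adjusted p = 0.111) and with no filter on low counts (adjusted p = 0.202).

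Among hypoxia and glycolysis genes, more fell than rose, and most were not called. Of 40 genes, 5 rose (ADM, CA9, DDIT4, SLC2A1 and VEGFA), 12 fell and 23 were not called (median log2 fold change -0.44, camera adjusted p = 2.01e-05, and adjusted p = 0.229 with an estimated correlation), with 5 and 12 adjusted over the list alone. PGK1, a glycolytic kinase, fell from 1465 ± 35.6 to 653 ± 24.98 CPM (SD, n = 2 each). BNIP3, NDRG1 and ENO2 fell by 1.19, 0.97 and 0.88 on the log2 scale. Of 44 ATF4 and unfolded protein response genes, 9 rose, 3 fell (CHAC1, EDEM1 and SLC7A11) and 32 were not called (median 0.16, camera adjusted p = 0.0475, and adjusted p = 0.269 with an estimated correlation), with 9 and 3 adjusted over the list alone. The chaperone HSPA5 rose 2.09-fold, HERPUD1 2.14-fold and ATF3 2.83-fold, and the cystine transporter SLC7A11 fell by 1.11 on the log2 scale. This list was not called without EV replicate 1 (adjusted p = 0.0957) or EV replicate 2 (adjusted p = 0.0742), with RLE factors (0.0562), upper-quartile factors (0.0514) or the stricter filter (0.0592), or with a replicate block (0.0582).

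Luminal prostate genes moved both ways and basal genes were more often higher. Of 28 luminal prostate genes, 4 rose, 6 fell and 18 were not called, with 4 and 6 adjusted over the list alone (camera adjusted p = 0.691). Their median log2 fold change was 0.03, although camera gave the downward direction. The lineage factors HOXB13 and FOXA1 fell by 1.58 and 1.55 on the log2 scale. Of 17 basal genes, 10 rose, 4 fell (ITGA6, ITGB4, KRT15 and S100A2) and 3 were not called (median 1.11, camera adjusted p = 0.000131, and adjusted p = 0.165 with an estimated correlation), with 10 and 4 adjusted over the list alone. The placental cadherin CDH3 rose 8.67-fold and EGFR 2.52-fold. Only 12 of the 31 neuroendocrine genes listed were measured. Of these 12, 4 rose, 1 fell (ENO2) and 7 were not called (median 0.36, also with BEX1 at its bound, camera adjusted p = 0.00828, and adjusted p = 0.376 with an estimated correlation), with 4 and 1 adjusted over the list alone. SCG5 rose 22.7-fold, and AURKA, which is also a mitotic kinase, rose 2.10-fold. BEX1 had 0 counts in PC-3-EV and 99 in PC-3-RRM2. This was 37.2-fold higher with PC-3-EV set at 3 counts over the group, and the exact 95% counting interval ran from 29.7-fold upward. The neuroendocrine list lost its call without RRM2 replicate 2 (adjusted p = 0.0516), with no filter on low counts (adjusted p = 0.0573) and in limma-voom (adjusted p = 0.0755).

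The remaining 7 lists were not called by camera. Fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes, called 4 of them in the upward direction, with adjusted p-values of 0.00322 for cholesterol synthesis, 0.0216 for NRF2, 0.0392 for p53 and 0.0428 for chromatin silencing. Of 40 MYC and ribosome biogenesis genes, 1 rose, 1 fell and 38 were not called (median log2 fold change -0.11, camera adjusted p = 0.383). MYC rose 1.56-fold, and SLC19A1 had a log2 fold change of -0.63. MYC was not called without RRM2 replicate 1 (log2 fold change 0.55), nor SLC19A1 without EV replicate 2 (-0.48) or RRM2 replicate 2 (-0.50). Of 82 ribosomal protein genes, 1 rose (RPL22L1, 1.82-fold) and 81 were not called (median 0.0046, camera adjusted p = 0.966 in the downward direction), with a direction that turned with the scaling or filter. Of 32 cholesterol synthesis genes, 4 rose and 28 were not called (median 0.18, camera adjusted p = 0.162), among them INSIG1, 2.45-fold, and STARD4, 2.29-fold. Of 26 p53-responsive genes, 3 rose, 1 fell (PHLDA3) and 22 were not called (median 0.08, camera adjusted p = 0.506), with FAS 2.38-fold and PLK2 1.78-fold higher. PHLDA3 had a log2 fold change of -0.77 and was not called without RRM2 replicate 2 (-0.49) or by DESeq2 (adjusted p = 0.0587). Of 20 NRF2 and xenobiotic genes, 3 rose, 3 fell and 14 were not called (median -0.10, with the camera and fry direction upward, camera adjusted p = 0.340), where CYP1A1 rose 9.05-fold beside CYP1B1 and TXNRD1 fell by 0.67 on the log2 scale. Of 21 chromatin silencing genes, 3 rose and 18 were not called (median 0.07, camera adjusted p = 0.506). DNMT3B rose 2.01-fold, ASF1B 1.66-fold and EZH2 1.51-fold, and EZH2 was not called without EV replicate 1 (log2 fold change 0.56), EV replicate 2 (0.56) or RRM2 replicate 2 (0.51), nor with RLE factors (0.58) or DESeq2 (0.58), where its fold change was below the threshold. Of 21 short-lived transcripts used as a sign of RNA handling, 4 rose, 2 fell and 15 were not called (median 0.26, camera adjusted p = 0.0720), including DUSP1, 3.17-fold higher, and KLF4, which fell by 1.00 on the log2 scale. CYR61 and ATF3, given above with the angiogenesis and ATF4 lists, are 2 of the 4 that rose, so their rise does not tell those pathways from RNA handling. That list was called without EV replicate 2 (adjusted p = 0.0466) and without RRM2 replicate 2 (adjusted p = 0.0139). For these 7 lists, the counts adjusted over the list alone were the same as those over all genes tested.

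**Figure D2:**
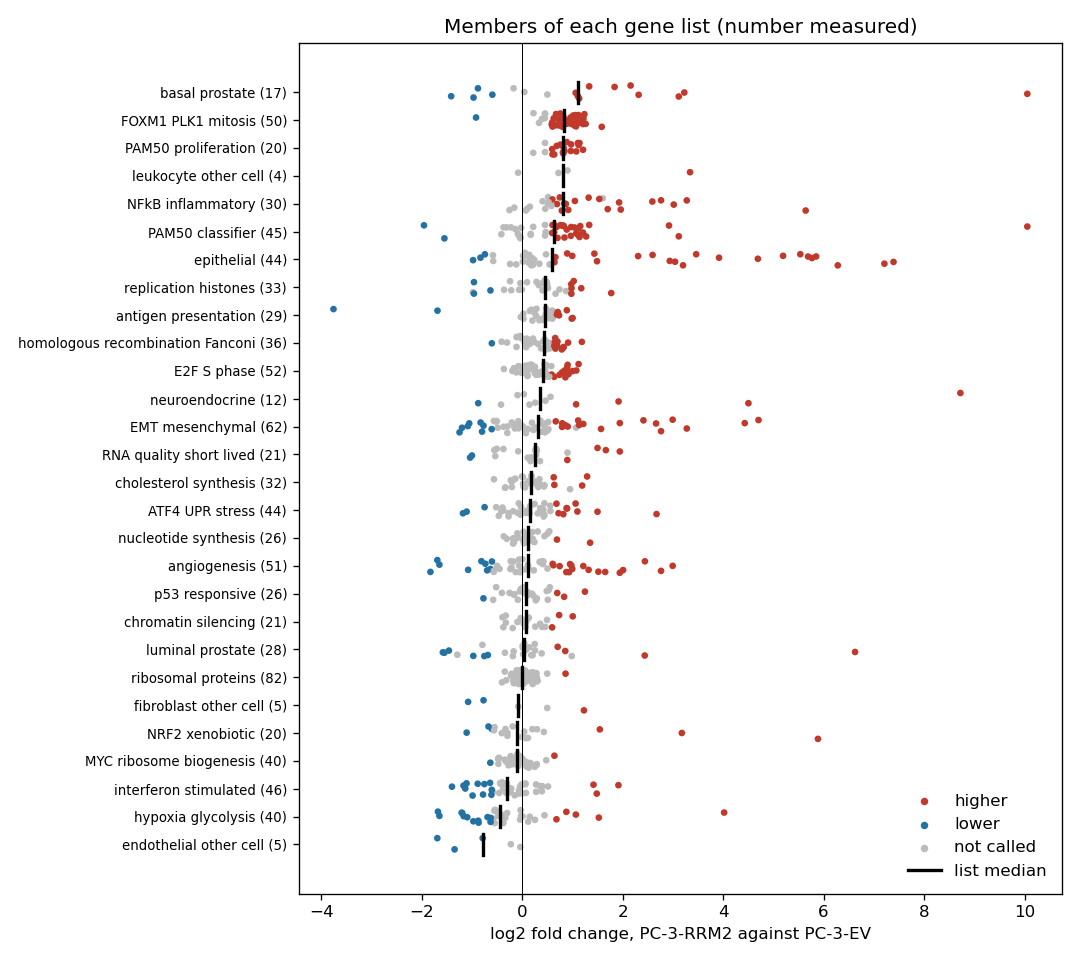
Log2 fold change of PC-3-RRM2 against PC-3-EV for each measured member of 28 gene lists, with called genes in red (higher) or blue (lower), others in grey, and the list median as a black bar. The mitosis list lies almost wholly to the right (median 0.83), the hypoxia list lies mostly to the left (median -0.44), and BEX1, at 8.72, is a fitted value for a gene with no counts in PC-3-EV.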

Values the study reported

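The study reported 1230 upregulated and 1033 downregulated genes in PC-3 cells with stable RRM2 overexpression, at an FDR below 0.05 and a fold change beyond 1.5 in either direction. In LNCaP cells carrying the same overexpression it counted 1457 upregulated and 1219 downregulated genes. Of these, 146 upregulated and 45 downregulated genes were shared by both lines.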

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

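Leaving out ribosomal RNA rows and the crossed pairing were tests chosen after the data were seen. RRM2 kept its direction and its call in each fit run, with a log2 fold change of 2.12 to 2.22 when 1 library was left out, where a lone library is assumed to vary like the other group. The number of called genes was 2343 with DESeq2, 2842 with limma-voom, 3124 with the likelihood ratio test, 2532 with a stricter filter, 2874 without a filter, 2861 to 2918 under other scalings, 2873 without ribosomal RNA rows and 2139 at an adjusted p below 0.01. Leaving out 1 library gave 2562 to 3329 genes, of which 1329 to 1642 were higher and 1233 to 1687 lower. By construction, fewer genes passed glmTreat (1260, with 781 higher and 479 lower) and a fold change over 2 (1447, with 865 higher and 582 lower). The replicate numbers are shared between groups only as numbers, and a replicate block gave 3024 calls. The difference between libraries 1 and 2 correlated at r = -0.269 between the groups across genes (Spearman's rho -0.376), and genes are not independent replicates. A crossed replicate block gave 3253 calls. With an estimated correlation, camera gave 4 lists (mitosis, S phase, PAM50 proliferation and angiogenesis) an adjusted p of 0.158 and the PAM50 and mesenchymal lists 0.128. It gave 0.108 for the epithelial and NF-kB lists, 0.229 for hypoxia and 0.331 for interferon. The estimate was below the preset 0.01 for NF-kB (-0.0237), PAM50 (-0.0223), mesenchymal (-0.0148), S phase (-0.0140) and angiogenesis (-0.0093). A correlation above the preset was therefore not why these lists lost their call. The estimate was above it for mitosis (0.134), PAM50 proliferation (0.0986), epithelial (0.0117), hypoxia (0.0462) and interferon (0.0440). Lists with a lower estimate lost their call too, so the higher estimate cannot be taken as the reason here. Other causes were not tested. Fry, which does not compare a list with other genes, called each of these lists in the direction that camera gave. Its adjusted p ran from 0.00197 for S phase to 0.0216 for hypoxia. The angiogenesis list also missed the threshold in limma-voom (adjusted p = 0.116), and the cause was not tested. Ribosomal proteins turned direction with total counts only (adjusted p = 0.989), no filter (0.954), the stricter filter (0.962), limma-voom (0.854), fry (0.167) and without RRM2 replicate 2 (0.873), and over the libraries left out its adjusted p ran from 0.794 to 0.873. The NRF2 list turned direction in limma-voom (adjusted p = 0.333), and camera called it in neither fit, whereas fry called it upward (adjusted p = 0.0216). Of 113 named genes besides RRM2, 90 kept their direction and their side of the thresholds in each fit, and none reversed. Depth limits genes with few counts, such as S100A8, KRT17, CSF1R and BEX1, whose ratios have wide or open intervals.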

Other observations

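The 7 gene families below and the genes named from them were looked at after the values were seen, as were the tests of mixed cells, subpopulation outgrowth, growth state and a copy number gain in blocks; the tests of GC and length bias and of copy number as the cause of the called genes were written before their results, although the blocks themselves had been seen when their GC test was written. Each of the 10 measured CXC chemokine genes was called higher in PC-3-RRM2, with a median log2 fold change of 1.51. CXCL5, a neutrophil chemoattractant, rose from 348 ± 0.685 to 656 ± 32.0 CPM (SD, n = 2 each), and CXCL16 rose from 4.33 ± 0.400 to 20.7 ± 1.36 CPM. Some members rested on few counts. CXCL10 had 5 and 2 counts in PC-3-EV and 10 and 14 in PC-3-RRM2 (edgeR adjusted p = 0.0399). CXCL12 had 10 and 15 counts in PC-3-EV and 40 and 42 in PC-3-RRM2. All 3 trefoil genes were called lower, and TFF3 fell by 2.51 on the log2 scale. Of 12 claudin genes, which encode tight junction proteins, 5 were called higher and 0 lower, led by CLDN7 with a log2 fold change of 3.20. The acute-phase genes SAA1 and SAA2, near-identical copies that can share reads, had log2 fold changes of 6.54 and 6.43. Of 22 keratin genes, 8 were higher and 5 lower, and of 12 S100A genes, 3 were higher and 5 lower.

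Among the zinc finger and clustered protocadherin genes, more were called lower than higher. Of 413 genes with a ZNF symbol, 16 were called higher and 67 lower, with a median log2 fold change of -0.22. On chromosome 19 lie 34 of the 67. How many of all 413 lie there was not counted, so this does not show a concentration. Of 39 clustered protocadherins, which are cell adhesion genes whose transcripts share exons within a cluster, 0 were called higher and 14 lower (median -0.78). The 7 families were picked because of their values, so no test of these counts is given.

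The epithelial list had 22 of 44 genes higher in PC-3-RRM2, and cells of another line mixed into these cultures could have raised them. PC-3 cells lack CTNNA1 through a deletion, and the upper 95% limit of its CPM gain was 0.435% of the gain of CDH1, which argues against an epithelial line that carries it. Outgrowth of a more epithelial subpopulation during selection stays open, because there is 1 stable line per construct and the repressors of CDH1 moved apart: ZEB1 had a log2 fold change of -0.30 (edgeR adjusted p = 0.0238, under the fold threshold), while SNAI1 and SNAI2 were called higher at 1.57 and 1.13. A response to RRM2 itself, the difference that the design names, also stays open.

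Mitotic genes were higher by a median of 0.83 on the log2 scale. The median was 0.85 after the trend with GC content and length was removed, which argues against that bias as the cause. A different growth state or density at harvest may account for it and cannot be told apart from an effect of RRM2. The mitosis median exceeded the S phase median by 0.42 (permutation p = 1e-05 over genes, two-sided, the smallest that 100000 resamples can give). Genes are not independent replicates, so this p does not measure the spread between cultures. A difference over 0.2 had been written down, after these values were seen, as speaking against growth state. That bound does not decide, because cultures with more cells in mitosis would also raise the mitosis list more, and no growth record is given in the labels.

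Neighbouring genes shifted together, a pattern that a copy number difference between the lines could give. Of 220 windows of 50 neighbouring genes with a mean CPM of at least 5, 10 had a median log2 fold change beyond 0.3 either way, against 0 in any of 1000 shuffles of the genes. The 8 higher windows lay on chromosomes 7, 11, 13 and 16 and the 2 lower ones on chromosome 3 (49024329 to 51948867, median -0.36) and chromosome 19 (49856465 to 53444672, median -0.31), and on chromosome 13 as a whole 84.5% of 193 genes had a positive log2 fold change (median 0.33). The median of the 8 windows was 0.38, and 0.35 (95% interval 0.321 to 0.391) after removal of the GC and length trend, which argues against that bias. Of the 1580 called genes that the 220 windows hold, 133 (8.42%) lay in the 10 shifted ones. That share argues against shifts beyond 0.3 over whole windows as the cause of most of these calls. Changes shorter than a window or milder than 0.3 were not tested, so copy number in general stays open. A copy number gain in PC-3-RRM2 or a loss in PC-3-EV stays open for the 8 higher windows, because their genes that were not called also shifted (median 0.30). The reverse change was not tested for the 2 lower windows and stays open there. The GC and length trend was not removed for the 2 lower windows either, so that bias also stays open for them. All these windows were chosen by their medians, and no DNA was analysed here.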
